# Differential regulation of breast cancer bone metastasis by PARP1 and PARP2

**DOI:** 10.1038/s41467-020-15429-z

**Published:** 2020-03-27

**Authors:** Hao Zuo, Dengbao Yang, Qiwen Yang, Haidong Tang, Yang-Xin Fu, Yihong Wan

**Keywords:** Cancer microenvironment, Bone metastases

## Abstract

PARP1 and PARP2 dual inhibitors, such as olaparib, have been recently FDA approved for the treatment of advanced breast and ovarian cancers. However, their effects on bone mass and bone metastasis are unknown. Here we show that olaparib increases breast cancer bone metastasis through PARP2, but not PARP1, specifically in the myeloid lineage, but not in the cancer cells. Olaparib treatment or PARP1/2 deletion promotes osteoclast differentiation and bone loss. Intriguingly, myeloid deletion of PARP2, but not PARP1, increases the population of immature myeloid cells in bone marrow, and impairs the expression of chemokines such as CCL3 through enhancing the transcriptional repression by β-catenin. Compromised CCL3 production in turn creates an immune-suppressive milieu by altering T cell subpopulations. Our findings warrant careful examination of current PARP inhibitors on bone metastasis and bone loss, and suggest cotreatment with CCL3, β-catenin inhibitors, anti-RANKL or bisphosphonates as potential combination therapy for PARP inhibitors.

## Abstract (web summary)

The effect of PARP inhibitors on bone mass and bone metastasis are unclear. Here, the authors show that PARP1/2 dual inhibitors may increase cancer bone metastasis through PARP2-dependent regulation of immature myeloid cells, and cause bone loss through PARP1/2-dependent regulation of osteoclasts.

## Introduction

Bone metastasis is a frequent, debilitating, and essentially incurable cancer complication. More than 70% of patients with advanced breast cancer have bone metastases. They suffer from severe bone pain, pathological fractures, life-threatening hypercalcemia, limited mobility, and increased mortality. During bone metastasis, cancer cells and osteoclasts form a vicious cycle so that cancer cells promote osteoclast differentiation and osteoclasts in turn facilitate cancer-cell seeding and proliferation in bone^1–4^. Blocking osteoclast function by bisphosphonates or RANKL antibody are currently FDA-approved strategies to attenuate metastatic bone disease. However, these drugs are only at best palliative and do not improve overall patient survival. As such, bone metastases remain incurable and better therapeutics is urgently needed, which requires new understanding of cellular and molecular mechanisms.

Moreover, the clinical development of many cancer drugs is mainly based on shrinking primary tumors, whereas their effects on bone metastasis are still underexplored. Poly ADP-ribosylation is a post-translational protein modification in which certain members of poly (ADP-ribose) polymerase (PARP), such as PARP1 and PARP2, generate poly ADP-ribose (PAR) chains on target proteins by transferring ADP ribosyl groups from NAD^+^ onto the side chain of residues. PARP1 and PARP2 both regulate DNA repair^5,6^ and transcription;^7^ yet they also have distinct functions^8,9^. PARP inhibitors cause synthetic lethality in BRCA-mutated cancer cells from defective DNA damage repair^10,11^. In 2014, an inhibitor of PARPs, olaparib, was approved by the FDA for treating relapsed BRCA-defective ovarian cancer. In 2018, olaparib was approved for the treatment of germline BRCA-mutated metastatic breast cancer. Many other PARP1/2 dual inhibitors are also approved or in clinical trials. Despite the clinical efforts on PARP inhibitors, little is known about the potential roles of PARPs in metastatic bone diseases or the impact of PARP inhibitors on bone metastasis.

## Results

### Increased breast cancer bone metastasis by olaparib or PARP2 deficiency

To determine whether PARP inhibitors alter breast cancer bone metastasis, we performed intracardiac injection of luciferase-labeled breast cancer cells into mice and then treated them with olaparib. A bone-met-prone human breast cancer cell line MDA-MB-231-derived 1833 cells was xenografted into nude mice, as described by our and other groups^12,13^. Bone-met-prone mouse mammary tumor cell line 4T1-derived 4T1.2 (ref. ^13^) or MMTV-PyMT mice-derived Py8119 (ref. ^14^) was allografted into BALB/c or C57BL/6 (B6) mice, respectively, which represent syngeneic mouse models. The results show that nude mice or BALB/c mice treated with olaparib developed significantly more bone metastases from 1833 cells or 4T1.2 cells, respectively, compared with those treated with DMSO vehicle control, quantified by bioluminescence imaging (BLI; Fig. 1a, b). X-ray imaging revealed significantly more osteolytic lesions at the sites of bone metastases in mice treated with olaparib than in the control mice (Supplementary Fig. 1a). H&E staining also confirmed bone metastases (Supplementary Fig. 1b).

**Fig. 1:**
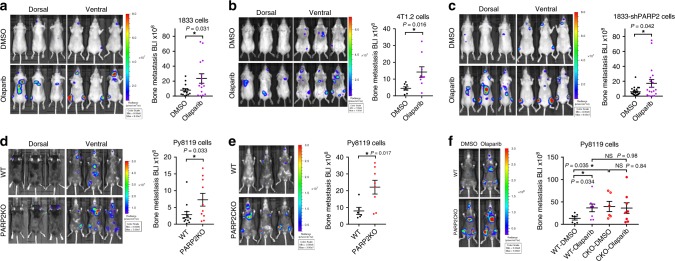
PARP2 deficiency increases breast cancer bone metastasis. Olaparib treatment increased bone metastasis of MDA231-BoM-1833 cells in nude mice (*n* = 14, **a**) and 4T1.2 cells in BALB/c mice (*n* = 9, **b**). **c** Bone metastases of PARP2KD 1833 cells after olaparib treatment (*n* = 20) were more than DMSO control (*n* = 15). **d** Bone metastasis of Py8119 cells was increased in PARP2KO mice (*n* = 10) compared with B6 wild-type (WT) control mice (*n* = 13). **e** PARP2CKO mice (*n* = 8) developed more bone metastases of Py8119 cells than B6 WT mice (*n* = 6). **f** Treatment of olaparib increased bone metastasis of Py8119 cells in B6 WT mice (*n* = 8), but not in PARP2CKO mice (*n* = 8), compared with DMSO-treated WT (*n* = 7) or PARP2CKO (*n* = 6) mice, respectively. **a**–**f** Left, bioluminescence imaging (BLI) images; right, quantification of BLI signals. Data represent mean ± SEM, *P < 0.05; NS nonsignificant. Two-sided Student’s *t*-test was used to calculate statistical difference. Source data are provided as a Source Data file.

Next, we investigated which cell types mediate olaparib effects on bone metastasis. We first examined the individual roles of PARP1 and PARP2 in cancer cells. PARP2 knock down (KD) in 1833 cells resulted in significantly more bone metastases and osteolytic lesions compared with control cells (Supplementary Fig. 1c–e). Conversely, PARP2 overexpression in 1833 cells reduced bone metastasis and bone lesions (Supplementary Fig. 1f, g). Consistent with these observations, bone metastasis from Py8119 cells in B6 mice was also increased by cancer cell PARP2KD (Supplementary Fig. 1h). In contrast, PARP1KD in cancer cells did not affect bone metastasis in either nude mice or B6 mice (Supplementary Fig. 1i, j).

Osteoclasts are bone-resorbing cells derived from the myeloid lineage. They form a vicious cycle with cancer cells that propels skeletal metastasis^1–4^. We found that the serum levels of a bone resorption marker CTX-1 (carboxy-terminal telopeptides of type I collagen) were significantly elevated in mice injected with PARP2KD cancer cells compared with control cancer cells (Supplementary Fig. 1k, l), indicating increased osteoclast functions in these mice. Osteoclast precursors cocultured with PARP2KD cancer cells showed increased expression of osteoclast marker gene cathepsin K (CTSK; Supplementary Fig. 1m). PARP2KD cancer cells exhibited higher RANKL expression, but lower osteoprotegerin (OPG) expression, leading to an increased RANKL/OPG ratio (Supplementary Fig. 1n), thus facilitating osteoclast differentiation and bone resorption (Supplementary Fig. 1o). In vitro analysis showed that PARP2KD cancer cells exhibited a slight but significant increase in proliferation and migration compared to control cancer cells (Supplementary Fig. 1p, q). Surprisingly, although PARP2KD in cancer cells was sufficient to increase bone metastasis, PARP2KD in cancer cells did not abolish the bone-met-enhancing effects of olaparib treatment as olaparib could further exacerbate bone metastasis from PARP2KD cancer cells (Fig. 1c). This data suggests that PARP2 in cancer cells only plays minor roles and other cell types in the bone environment may be involved.

To determine the effect of PARP deletion in the entire cancer environment on bone metastasis, we examined PARP1 or PARP2 global knockout (KO) mice. Nude mice and B6 mice with global PARP2 deletion developed more bone metastases than their wild-type (WT) littermate controls, after intracardiac injection with 1833 cells or Py8119 cells, respectively (Fig. 1d, Supplementary Fig. 2a). In contrast, PARP1KO nude mice or B6 mice did not show altered bone metastasis (Supplementary Fig. 2b, c). These results indicate that PARP2, but not PARP1, in the cancer environment suppresses bone metastasis.

In light of the important roles of osteoclast in bone metastasis, we generated and analyzed mice with PARP2 or PARP1 conditional knockout (CKO) in the myeloid/osteoclast lineage using lysozyme-Cre (LyzM-Cre) driver. Bone metastasis was significantly increased in PARP2 conditional KO (PARP2CKO) mice (Fig. 1e), but not in PARP1CKO mice (Supplementary Fig. 2d), compared with corresponding littermate control mice. Furthermore, the ability of olaparib to exacerbate bone metastasis of Py8119 cells in WT mice was completely abolished in PARP2CKO mice (Fig. 1f), pinpointing that olaparib-induced bone metastasis is predominantly mediated by PARP2 in the myeloid lineage and less by PARP2 in the cancer cells.

We also examined a spontaneous breast cancer model MMTV-PyMT mice with global PARP2KO or PARP2CKO in mammary gland or myeloid lineage using MMTV-Cre or LyzM-Cre, respectively. Tumor onset was significantly delayed in PARP2 global KO and mammary KO mice, but not in myeloid KO mice, as compared to their respective WT controls (Supplementary Fig. 2e–g). However, tumor growth rate (days from tumor onset to maximal tumor volume limit) was unaltered (Supplementary Fig. 2h, i). In line with this observation, neither PARP1/2 KD in cancer cells nor PARP1/2 deletion in mice affected tumor growth in orthotopic mammary fat pad tumor implantation models (Supplementary Fig. 2j–m). Lung, although has a quite different microenvironment from bone, is another common metastasis site of breast cancer. We found that spontaneous lung metastasis was significantly reduced in PARP2KO MMTV-PyMT mice, as well as in PARP2KD or PARP1KD cancer cell-implanted mice (Supplementary Fig. 2n–p), whereas bone metastasis was rarely observed in the MMTV-PyMT and Py8119 mammary implantation models. Together, our data indicate that PARP2 deficiency suppresses tumor onset and lung metastasis yet increases bone metastasis without affecting primary tumor growth, suggesting that the microenvironment in bone is specifically responsible for the olaparib induction of bone metastasis.

### Enhanced osteoclast differentiation and bone loss by olaparib or deletion of PARP1/2

We next examined how olaparib and PARP2 function in the myeloid lineage to modulate bone metastasis. First, we determined the effects of olaparib on osteoclastogenesis and bone mass. Micro-computed tomography (μCT) imaging revealed that olaparib treatment in mice for 5 weeks led to reduced trabecular bone volume and trabecular number with increased trabecular space and structure model index (SMI), which quantifies the relative amount of plates (SMI = 0, strong) and rods (SMI = 3, fragile; Fig. 2a, b). This low bone mass phenotype was due to significantly augmented osteoclastogenesis shown by the increased osteoclast number and osteoclast surface (Fig. 2c). Ex vivo bone marrow osteoclast differentiation, which was induced with RANKL and further stimulated with rosiglitazone as we previously described^13,15^, was enhanced by olaparib, illustrated by the larger number and size of multinucleated cells stained positive for the osteoclast marker tartrate-resistant acid phosphatase (TRAP), as well as the higher TRAP mRNA induction (Fig. 2d). On the other hand, PARP activation using PDD 00017273, an inhibitor of the PAR-degrading enzyme PARG, suppressed osteoclastogenesis (Supplementary Fig. 3a). PARP2KO bone marrow precursors showed enhanced osteoclast differentiation yet were still sensitive to the pro-osteoclastogenic effects of olaparib (Fig. 2d), indicating that both PARP1 and PARP2 impede osteoclast differentiation.

**Fig. 2:**
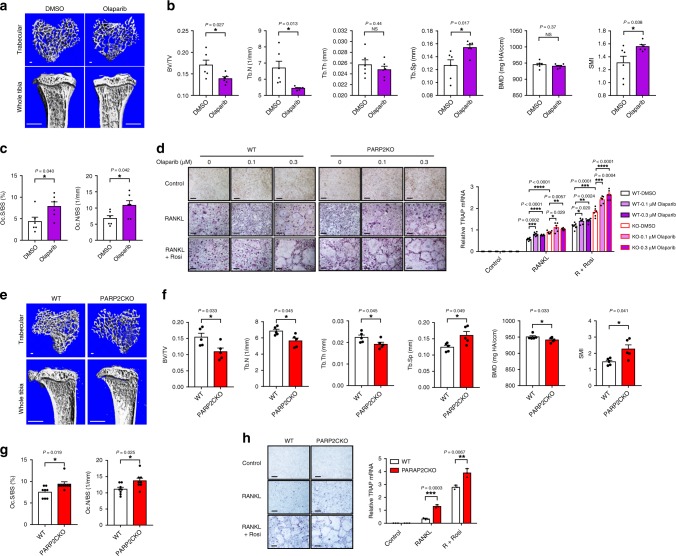
Olaparib or PARP2 deletion reduces bone mass and promotes osteoclast differentiation. **a**, **b** Micro-computed tomography (μCT) of the tibiae from B6 mice treated with DMSO or olaparib (2-month-old male, 5-week daily treatment, *n* = 6). **a** Images of the trabecular bone of the tibial metaphysis (top; scale bar, 100 μm) and the entire proximal tibia (bottom; scale bar, 1 mm). **b** Trabecular bone parameters showed reduced BV, Tb.N, and increased Tb.Sp, SMI of olaparib-treated B6 mice compared with DMSO-treated mice. BV/TV bone volume/tissue volume ratio, Tb.N trabecular number, Tb.Th trabecular thickness, Tb.Sp trabecular separation, BMD bone mineral density, SMI structure model index. **c** Histomorphometry of TRAP-stained bone sections showed increased osteoclasts in the distal femur from B6 mice treated with olaparib compared with DMSO (*n* = 6). Oc.S osteoclast surface, Oc.N osteoclast number. **d** Treatment with 0.1 or 0.3 μM olaparib increased in vitro osteoclast differentiation of WT or PARP2KO cultures (*n* = 6). Left, TRAP staining (scale bar, 25 μm); right, TRAP expression. R RANKL, Rosi Rosiglitazone. **e**, **f** μCT of the trabecular bone in tibiae shows that PARP2CKO mice had less BV, Tb.N, Tb.Th, BMD, and more Tb.Sp, SMI than WT mice (2-month-old male, *n* = 5). **g** Histomorphometry of TRAP-stained bone sections of the distal femur shows that PARP2CKO mice had increased osteoclasts compared with WT mice (2-month-old male, *n* = 8). **h** PARP2CKO cultures showed increased osteoclast differentiation (*n* = 3). Left, TRAP staining (scale bar, 25 μm); right, TRAP expression. Data represent mean ± SEM, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; NS nonsignificant. Two-sided Student’s *t*-test was used to calculate statistical difference. Source data are provided as a Source Data file.

We next tested whether PARP2 deficiency in the myeloid/osteoclast lineage is sufficient to enhance osteoclastogenesis and cause low bone mass. μCT revealed that LyzM-Cre-mediated PARP2CKO mice also had lower trabecular volume, trabecular number, trabecular thickness, higher trabecular separation, decreased bone mineral density (BMD), and increased SMI (Fig. 2e, f). Moreover, PARP2CKO mice also exhibited lower cortical bone volume and thickness (Supplementary Fig. 3b). The number and surface of osteoclasts in bone sections were significantly elevated in PARP2CKO mice (Fig. 2g). PARP2CKO cultures also showed enhanced osteoclast differentiation (Fig. 2h). PARP2 global KO mice had similar bone phenotypes as PARP2CKO mice, including low bone mass, more osteoclasts in bone and culture (Supplementary Fig. 3c–f). Consistent with a previous report that PARP1 global KO mice have osteopenia due to increased osteoclastogenesis^16^, we found that our PARP1CKO mice also displayed increased osteoclast differentiation and decreased bone mass (Supplementary Fig. 3b, g–j). PARP inhibitor has been reported to suppress bone-forming osteoblasts^17^. We also observed impaired bone formation in olaparib-treated mice, PARP1 global KO mice, and PARP2 global KO mice (Supplementary Fig. 3k), indicating that increased osteoclastogenesis is not due to elevated osteoblastogenesis.

Deficiency of PARP1 and PARP2 had comparable effects on increasing the expression of osteoclast marker genes and receptor RANK (Supplementary Fig. 4a, b). PARP1 cleavage is required for osteoclast differentiation as PARP1 uncleavable mutant decreases osteoclast number and increases bone mass^18^. In WT bone marrow cultures, both PARP1 and PARP2 proteins were cleaved during osteoclast differentiation (Supplementary Fig. 4c–f). To pinpoint the mechanisms underlying PARP2 regulation of osteoclastogenesis, we generated three PARP2 mutants: D61E for loss of caspase 3 cleavage^19^, D187E for loss of caspase 8 cleavage^20^, and E534A for loss of catalytic activity. We found that only D61E mutant was able to suppress osteoclast differentiation when overexpressed in RAW264.7 cells, a murine macrophage cell line that can differentiate into osteoclasts under RANKL treatment (Supplementary Fig. 4g, h). Together, the results from our study and a previous report^18^ indicate that cleavage of both PARP1 and PARP2 are required for osteoclast differentiation. These findings uncover bone protective roles of PARP1 and PARP2, and suggest potential bone loss side effects from PARP inhibitor cancer drugs. However, given that the bone-met-enhancing effects of PARP deficiency or PARP inhibition were mainly mediated by myeloid PARP2, but not PARP1 (Fig. 1), these observations suggest that osteoclast may not be the key cell type in the bone environment responsible for PARP2-specific regulation of bone metastasis.

### Immature myeloid cell accumulation, CCL3 deficiency, and altered T helper cells by olaparib or PARP2 deletion

To delineate which cell type in the myeloid lineage, other than osteoclasts, confers the differential regulation of bone metastasis by PARP1 and PARP2, we performed flow cytometry analyses (FACS) of bone marrow cells isolated from mice receiving cancer cells via intracardiac injection. Interestingly, of all the populations we examined, CD11b + Gr1+ immature myeloid cells (IMCs) were the only cell type that exhibited similar significant changes by both PARP2CKO and olaparib treatment (Fig. 3a, Supplementary Fig. 5a–c). Olaparib also increased IMCs in BALB/c mice injected with 4T1.2 cells (Fig. 3b). In contrast, PARP1CKO mice had a similar population of IMCs as WT mice after intracardiac injection (Supplementary Fig. 5d). Increased IMCs in the marrow upon PARP2 deletion or inhibition may enhance bone metastasis through IMCs’ capabilities in supporting tumor cell growth and immunosuppression^21^. As LyzM-Cre targets the entire myeloid linage and PARP1/2 are cleaved after RANKL treatment (Supplementary Fig. 4c–f, i), we focused on the functions of PARP1/2 in IMCs expanded ex vivo from bone marrow progenitors (Supplementary Fig. 4i). FACS analyses showed that the majority of these cells were CD11b + Gr1+ IMCs, the percentage of which was increased by PARP2CKO (Fig. 3c), further supporting a role of IMC in mediating the PARP2-specific regulation of bone metastasis.

**Fig. 3:**
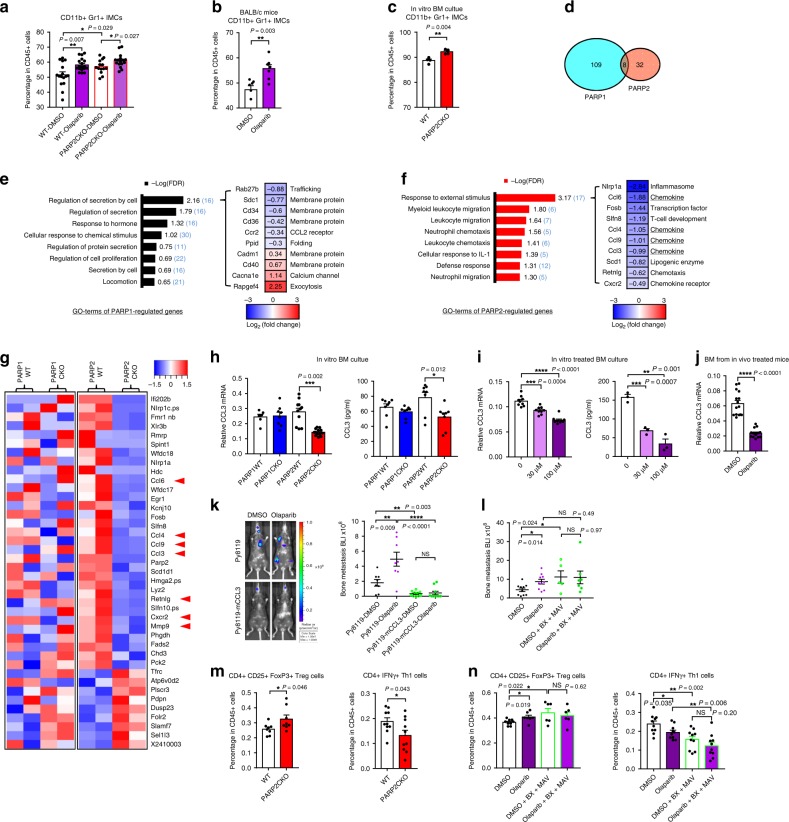
PARP2 deficiency increases IMCs and decreases CCL3 expression. **a** Immature myeloid cells (IMCs) were increased by both olaparib and PARP2CKO shown by FACS analyses of bone marrow cells from mice intracardiacally injected with Py8119 cells (*n* = 16). **b** Olaparib increased IMCs in bone marrow of BALB/c mice intracardiacally injected with 4T1.2 cells (*n* = 7). **c** PARP2CKO increased IMCs of bone marrow cultures after 3 days of M-CSF treatment (*n* = 4). **d**–**g** RNA-seq analyses of differential gene expressions in IMCs of PARP1CKO or PARP2CKO (*n* = 2). **d** Diagram representation of overlap between PARP1 and PARP2 regulated genes. **e**, **f** Gene ontology terms enriched for PARP1 **e** or PARP2 **f** regulated genes and their top regulated genes. **g** Heat maps of expression levels for PARP2 regulated genes. Arrows, genes related to leukocyte migration. **h** RT-qPCR and ELISA analyses showed that CCL3 was reduced only in PARP2CKO IMCs (*n* = 8). **i** CCL3 mRNA (left) or protein (right) in IMCs was suppressed by the treatment of 30 μM or 100 μM olaparib for 1 day (*n* = 3). **j** CCL3 mRNA was reduced in the bone marrow cells of olaparib-treated B6 mice (2-month-old female, 5-week daily treatment, *n* = 15). **k** Bone metastasis of Py8119-mCCL3 cells in mice treated with DMSO or olaparib (*n* = 10) was lower than Py8119 cells (*n* = 8). **l** Bone metastasis of Py8119 cells in mice treated with CCR1 antagonist, BX-471 (BX), plus CCR5 antagonist, Maraviroc (MAV; *n* = 7) was exacerbated compared with DMSO group (*n* = 10). **m** PARP2CKO increased regulatory T cells (Treg; *n* = 8) and reduced type 1 T helper cells (Th1; *n* = 10) in bone marrow of mice intracardiacally injected with Py8119 cells. **n** Both olaparib and CCR1/5 antagonists increased Treg (*n* = 6) and reduced Th1 cells (*n* = 10) in bone marrow from mice in **l**. Data represent mean ± SEM, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; NS nonsignificant. Two-sided Student’s *t*-test was used to calculate statistical difference. Source data are provided as a Source Data file.

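The 39 genes of the heat map in Fig. 3g were located in the deposited count table, and all 39 passed the filter on low counts. In PARP2CKO IMCs 30 of them had a lower and 9 a higher level than in PARP2 WT IMCs, and in 38 both PARP2CKO libraries lay on the same side of both PARP2 WT libraries. The study chose the list on these samples, so that separation follows in part from the choice. Over all 13197 genes tested, 7 of the 39 passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and these were Parp2, Nlrp1c-ps, Ifi202b, Nlrp1a, Ccl3, Ccl9 and Slamf7. Adjusted over the list alone, 39 passed, which for the same reason is not independent evidence. With edgeR's likelihood-ratio test, 31 passed over all genes. In the PARP1CKO comparison 24 of the 39 genes were higher and 15 lower, none passed over all genes, 10 had an unadjusted p-value under 0.05, and 7 passed when adjusted over the list alone.

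Ifi202b, on chromosome 1 of mm10 from 173962568 to 173982744, had 1150 and 1028 counts in the PARP2 WT libraries and 0 in both PARP2CKO libraries, so it was at least 319-fold lower in PARP2CKO, taking 3 counts as the floor (adjusted p = 0.00300 from the quasi-likelihood test). It also had 0 counts in both PARP1 WT libraries and in PARP1CKO replicate 1, and 13 in PARP1CKO replicate 2. Parp2 was 39.9 CPM in PARP1 WT, so a level of 0 does not need the loss of Parp2. Nlrp1c-ps, a transcribed pseudogene on chromosome 11 from 71242430 to 71285232, had 203 and 320 counts in PARP2 WT and 0 in both PARP2CKO libraries, at least 77.8-fold lower. Its neighbor Nlrp1a, from 71092236 to 71144704, had 9.55 and 17.9 CPM in PARP2 WT and 2.08 and 1.74 CPM in PARP2CKO. Reads shared between these related genes would make both values uncertain, but sharing was not measured. In PARP2CKO Nlrp1a had 124 and 84 counts beside the 0 of Nlrp1c-ps, so Nlrp1a reads were not seen on Nlrp1c-ps there. Slamf7, on chromosome 1 from 171632403 to 171653035, was the 1 gene of the 7 with a higher level in PARP2CKO, with a log2 fold change of 0.57 (standard error 0.0539). Its mean of 123 CPM in PARP1 WT was nearer the 136 CPM of PARP2CKO than the 91.4 CPM of PARP2 WT. Rmrp, Spint1 and Hdc, which are among the 30 lower genes, rested on PARP2 WT replicate 1. Rmrp had 499 counts there and between 2 and 38 in the other libraries, and without that library its log2 fold change went from -3.91 to -1.23. Spint1 had 172 counts there against 9 in PARP2 WT replicate 2 and 11 and 8 in PARP2CKO, and its log2 fold change went from -3.17 to 0.02. Hdc had 320 counts there against 51, and 48 and 42 in PARP2CKO, and went from -1.98 to -0.23.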

We performed expression profiling by RNA-seq to compare IMCs from PARP1CKO and PARP2CKO mice with their corresponding littermate controls. 

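IMCs were expanded from the bone marrow of 2-month-old mice with 40 ng per mL of the growth factor M-CSF for 3 days, and total RNA was sequenced from 2 libraries in each of 4 groups, PARP1CKO and PARP2CKO and the WT littermates of each. LyzM-Cre deletes the floxed gene in myeloid cells, and by the sample labels the WT mice carry the floxed gene without Cre. The authors mapped the reads to the mouse genome mm10 with TopHat, counted them on genes with featureCounts and deposited the raw counts of 24062 genes. The counts summed to 37852450 and 48844494 in the PARP1 WT libraries, 50205256 and 44047730 in PARP1CKO, 58441153 and 52348498 in PARP2 WT, and 61845125 and 49086916 in PARP2CKO. The depth stated in the paper is 35 in units of 1e6 reads per sample, against a median of 49.6 in the table, and the values here use the deposited totals. Counts were scaled by library size and edgeR's TMM factors and are given as CPM. All 8 libraries entered 1 model with a mean for each group, and the 13197 genes that passed edgeR's filter on low counts were tested with its quasi-likelihood test at an adjusted p-value of 0.05. The paper names edgeR and a false discovery rate of 0.05, and its text does not name the test, the filter or the libraries in each fit. With 2 libraries per group, an exact permutation test of 1 gene cannot give a two-sided p under 0.333, so p-values come from the model across genes.

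The targeted genes were examined first. Parp1, on chromosome 1 of mm10 from 180568924 to 180601254, had 206 ± 6.18 CPM in PARP1 WT and 61.2 ± 2.91 CPM in PARP1CKO (SD, n = 2). Its log2 fold change was -1.75 (standard error 0.178, adjusted p = 0.0134 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -1.80 and -1.71 with each library left out in turn. Parp2, on chromosome 14 from 50807841 to 50821301, had 48.3 ± 0.105 CPM in PARP2 WT and 25.7 ± 0.0779 CPM in PARP2CKO, a log2 fold change of -0.91 (standard error 0.0453, adjusted p = 0.000139 from the same test). Parp2 did not pass the threshold in the PARP1CKO comparison (log2 fold change -0.09, adjusted p = 0.501), nor Parp1 in the PARP2CKO comparison (0.37, adjusted p = 0.954). Parp1 differed between the PARP2 WT libraries, with 251 CPM in replicate 1 and 155 CPM in replicate 2.

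**Figure D1:**
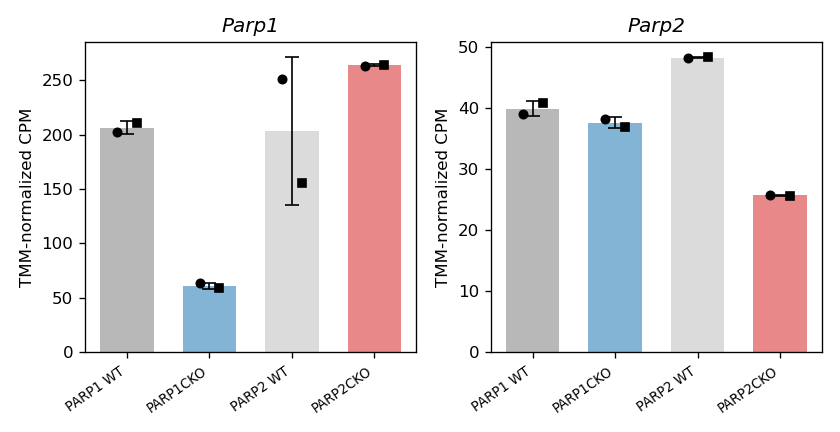
TMM-normalized CPM (vertical axis) of Parp1 and Parp2 in the 4 groups (horizontal axis). Bars are means, error bars are SD (n = 2), circles are replicate 1 and squares replicate 2, and Parp1 is lowest in PARP1CKO at 61.2 CPM and Parp2 is lowest in PARP2CKO at 25.7 CPM.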

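At an adjusted p-value of 0.05, 14 genes differed between PARP1CKO and PARP1 WT, 4 of them higher and 10 lower in PARP1CKO, and 7 genes differed between PARP2CKO and PARP2 WT, 1 higher and 6 lower. No gene was called in both comparisons, against 0.00743 expected by chance. An unadjusted p-value under 0.05 was found for 1486 genes in the PARP1CKO comparison and 637 in the PARP2CKO comparison. If no gene changed, a share of 0.05 of the 13197 genes would have one, which the 1486 exceed and the 637 do not. The choice of test moved the numbers of calls most, and without a filter on low counts 101 and 26 genes were called and 6 were shared. With edgeR's likelihood-ratio test in the same model, 146 and 39 genes were called and 8 were shared, against 0.431 expected by chance (Fisher's exact test, one-sided, p = 8.52e-09). They were Ifi202b, Lyz2, Lyz1, Chd3, Nlgn2, Tfrc, Egr1 and Folr2, of which 3 were higher and 3 lower in both. Ifi202b and Chd3 moved in opposite directions, and Ifi202b had 13 counts in PARP1CKO replicate 2 and 0 in the other PARP1 libraries. LyzM-Cre, carried by both CKO lines, has the Cre sequence in the Lyz2 locus, and Lyz1 may share reads with Lyz2. The overlap p-value therefore does not by itself show shared regulation by PARP1 and PARP2. On simulated counts of 13197 genes, 20.4% of the calls of the likelihood-ratio test and 7.41% of those of the quasi-likelihood test were false. The simulation drew counts from the fitted dispersions, and there the tests called similar numbers of genes, 1103 and 904. In the data they called 39 and 7 genes in PARP2CKO, so these shares may not hold for the data.

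The genes with the largest fold changes among those called, and with both CKO libraries on the same side of both WT libraries, were Parp1, Fos, Dusp1, Rgs1 and Afap1 in the PARP1CKO comparison. Fos, on chromosome 12 from 85473890 to 85477273, fell from 160 ± 18.3 to 58.4 ± 16.0 CPM (SD, n = 2) in PARP1CKO (log2 fold change -1.45, standard error 0.188, adjusted p = 0.0355 from the quasi-likelihood test with Benjamini-Hochberg adjustment). Dusp1 fell from 57.6 to 24.9 CPM on average and Rgs1 from 129 to 61.0 CPM, whereas Afap1 rose from 5.00 to 9.60 CPM, and in the PARP2CKO comparison these 4 genes had adjusted p-values of 0.954, 0.954, 0.968 and 0.997, in the order Fos, Dusp1, Rgs1 and Afap1. Fos, Rgs1 and Afap1 lost the threshold when only the 4 libraries of the comparison were fitted (adjusted p = 0.0540, 0.0712 and 0.0649). Over the alternatives without a block the adjusted p-value ranged from 6.60e-13 to 0.0540 for Fos, from 4.39e-11 to 0.0712 for Rgs1 and from 3.01e-09 to 0.0649 for Afap1. In the PARP2CKO comparison the rule gave Ifi202b, Nlrp1c-ps, Nlrp1a, Ccl9 and Ccl3. The difference between the 2 effects was tested directly. It passed the threshold for 2 genes, Parp2 (adjusted p = 0.00634) and Nlrp1c-ps (adjusted p = 0.0107 from the same test). At an unadjusted p-value under 0.05 there were 1015 genes, more than the 0.05 share of tested genes expected if none differed. With the replicate number as a block, Nlrp1c-ps passed and Parp2 did not. Across the 13197 genes the log2 fold changes of the 2 comparisons had a Pearson correlation of -0.05 and a Spearman correlation of 0.04. Genes are not independent replicates, so no p-value is given.

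**Figure D2:**
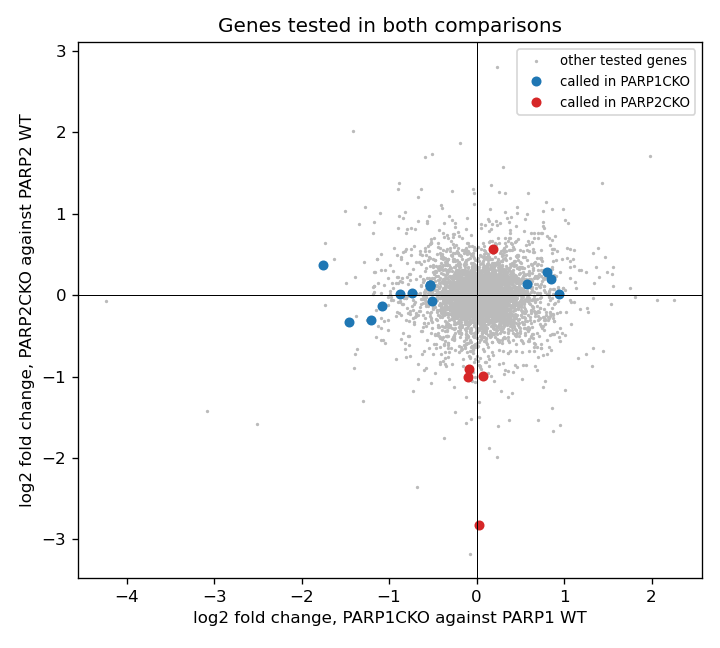
Log2 fold change of each gene in the PARP1CKO comparison (horizontal axis) and in the PARP2CKO comparison (vertical axis). Blue and red points are the genes called in PARP1CKO and PARP2CKO, gray points are the other genes, and genes with a group at or under 3 counts are left out, among them Ifi202b and Nlrp1c-ps. Parp1 stands at -1.75 on the horizontal and 0.37 on the vertical axis.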

The results showed that genes regulated by PARP1 and PARP2 were largely distinct with only a small subset overlapping (Fig. 3d). Gene ontological analyses with DAVID (the Database for Annotation, Visualization and Integrated Discovery)^22^ revealed that PARP1 regulated genes enrich terms related to secretion (Fig. 3e), whereas PARP2 regulated genes enrich terms related to response to external stimulus and leukocyte migration (Fig. 3f). 

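The enrichment of gene ontology terms was not computed again, since no term annotation was used here, and the genes shown beside the terms were measured. The 10 genes of Fig. 3e are Rab27b, Sdc1, Cd34, Cd36, Ccr2, Ppid, Cadm1, Cd40, Cacna1e and Rapgef4. In PARP1CKO IMCs 6 of them were lower and 4 higher, with log2 fold changes from -0.89 for Rab27b to 2.25 for Rapgef4, and in all 10 both PARP1CKO libraries lay on the same side of both PARP1 WT libraries. None of the 10 passed the threshold over all genes tested, although all 10 had an unadjusted p-value under 0.05 and 10 passed when adjusted over the list alone, a count that is not independent evidence because the study chose the list on these samples. The smallest adjusted p-value was that of Ppid, 0.0717 from the quasi-likelihood test, with a log2 fold change of -0.30 (standard error 0.0457). Rapgef4, with the largest fold change, had 4 and 3 counts in PARP1 WT and 16 and 21 in PARP1CKO. With the likelihood-ratio test, 8 of the 10 were called. For 3 of the 10 the log2 fold change came nearer 0 by over 1.5 times with 1 library left out. Rab27b went to -0.47 without PARP1 WT replicate 2, which had 49.4 CPM against 29.8 CPM in replicate 1. Without PARP1CKO replicate 1, Ccr2 went from -0.34 to -0.17 and Cadm1 from 0.34 to 0.22.

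The 10 genes of Fig. 3f are Nlrp1a, Ccl6, Fosb, Slfn8, Ccl4, Ccl9, Ccl3, Scd1, Retnlg and Cxcr2. All 10 were lower in both PARP2CKO libraries than in both PARP2 WT libraries, with log2 fold changes from -2.83 for Nlrp1a to -0.49 for Cxcr2, and 3 of them, Nlrp1a, Ccl9 and Ccl3, passed the threshold over all genes. Adjusted over the list alone, 10 passed, again on a list chosen from these samples, and the likelihood-ratio test called 7 over all genes. Cxcr2, which encodes a chemokine receptor, went from 14.9 ± 2.08 to 10.6 ± 0.179 CPM (SD, n = 2; adjusted p = 0.721 from the quasi-likelihood test). Fosb was also lower in PARP1CKO (log2 fold change -3.08, adjusted p = 0.0549 from the quasi-likelihood test), and its level in PARP2 WT was 1.73 CPM in replicate 1 and 4.69 CPM in replicate 2.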

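Ccl3, Ccl4, Ccl6 and Ccl9 encode secreted chemokines and lie within 1 cluster on chromosome 11 of mm10, Ccl9 from 83572919 to 83578636, Ccl6 from 83587882 to 83593087, Ccl3 from 83647844 to 83649355 and Ccl4 from 83662584 to 83664683. Ccl3 went from 126 ± 29.3 CPM in PARP2 WT to 63.3 ± 1.01 CPM in PARP2CKO (SD, n = 2), a log2 fold change of -0.99 (standard error 0.123, adjusted p = 0.0465 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl9 went from 473 ± 114 to 235 ± 1.39 CPM, with a log2 fold change of -1.01 and the same adjusted p-value. Ccl6 had the largest fall, from 54.1 and 104 CPM in the PARP2 WT libraries to 21.5 ± 1.40 CPM in PARP2CKO (log2 fold change -1.88, standard error 0.273), but did not pass the threshold (adjusted p = 0.116), and neither did Ccl4, at 63.6 ± 23.3 and 30.7 ± 5.95 CPM (log2 fold change -1.05, adjusted p = 0.485 from the same test). All 4 genes were lower in both PARP2CKO libraries than in both PARP2 WT libraries.

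The calls depended on the processing. Ccl3 and Ccl9 lost the threshold when only the 4 libraries of the comparison were fitted (adjusted p = 0.214 for both) and when genes were kept at 1 CPM in 2 libraries (0.0582 for both), and all 4 genes passed with the likelihood-ratio test. Over the alternatives the adjusted p-value ranged from 2.48e-11 to 0.214 for Ccl3, from 3.64e-11 to 0.214 for Ccl9, from 1.72e-09 to 0.215 for Ccl6 and from 0.000845 to 0.559 for Ccl4. The spread lay in the PARP2 WT libraries, where replicate 1 had 105 CPM of Ccl3 and replicate 2 had 146 CPM. Without PARP2 WT replicate 2 the log2 fold changes of Ccl3, Ccl4, Ccl6 and Ccl9 were -0.73, -0.62, -1.33 and -0.74, and without PARP2 WT replicate 1 they were -1.21, -1.39, -2.27 and -1.24. In PARP2 WT replicate 1 the 4 genes thus lay between PARP2 WT replicate 2 and PARP2CKO, as did their neighbor Slfn8, which had 13.4 CPM there against 19.9 CPM in replicate 2 and 7.73 and 6.88 CPM in PARP2CKO. Chemokine genes were also tested as a class. The 21 chemokine genes that passed the filter had a median log2 fold change of -0.09 in PARP2CKO, with 13 lower, and the 17 without the 4 named genes had a median of -0.08. Limma's camera test called neither at an unadjusted 0.05, but it called the class when genes were kept at 1 CPM in 2 libraries (14 genes, median -0.13). The fitted median of the 21 genes changed sign without PARP2 WT replicate 1, to 0.05, and was -0.32 without PARP2CKO replicate 2. Neither camera with an estimated correlation nor the fry test called the class of 21.

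**Figure D3:**
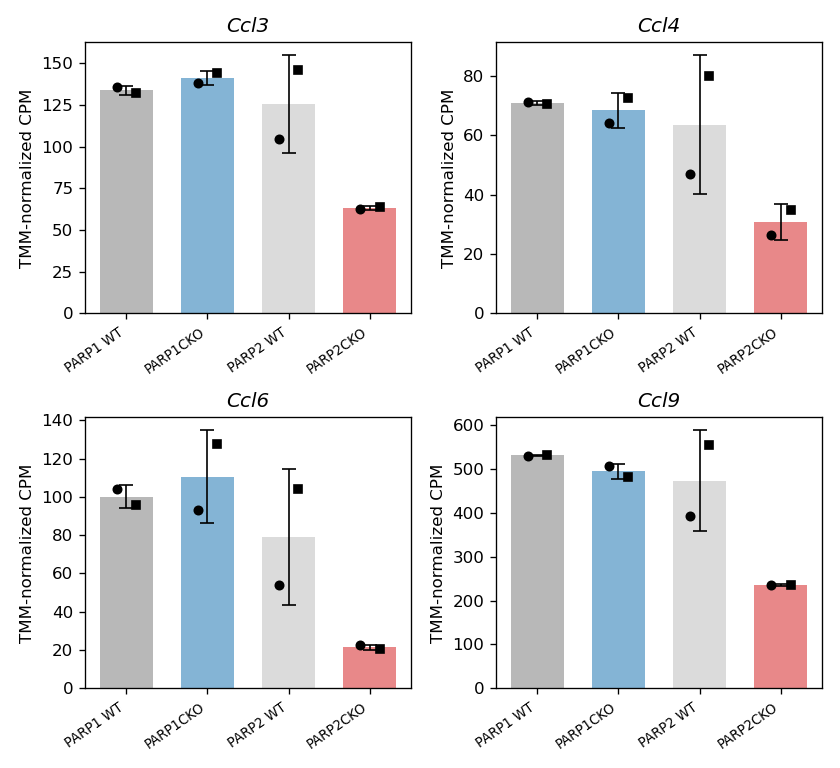
TMM-normalized CPM (vertical axes) of Ccl3, Ccl4, Ccl6 and Ccl9 in the 4 groups (horizontal axes). Bars are means, error bars are SD (n = 2), circles are replicate 1 and squares replicate 2, and Ccl3 has 105 and 146 CPM in the PARP2 WT libraries and 62.5 and 64.0 CPM in the PARP2CKO libraries.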

PARP2 deficiency downregulated the expression of immune chemokines, such as CCL3, CCL4, CCL6, and CCL9 (Fig. 3f, g, Supplementary Table 1). In contrast, these genes were unaffected by PARP1 deficiency (Fig. 3g, Supplementary Table 1). This differential gene regulation by PARP2 and PARP1 was validated by RT-qPCR (Fig. 3h, Supplementary Fig. 5e). 

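In PARP1CKO IMCs none of the 4 chemokine genes passed the threshold. Ccl3 had 134 ± 2.65 CPM in PARP1 WT and 141 ± 4.14 CPM in PARP1CKO (SD, n = 2), a log2 fold change of 0.07 (standard error 0.121, adjusted p = 0.844 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of Ccl4, Ccl6 and Ccl9 were -0.05, 0.14 and -0.10, with adjusted p-values of 0.942, 0.858 and 0.787 from this test. None was called under the alternatives tried. Ccl4 and Ccl6 changed sign with 1 PARP1CKO library left out, to 0.03 without replicate 1 and to -0.10 without replicate 2.

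A gene called in 1 comparison and not in the other is not shown to differ between them, so the difference between the PARP2CKO and PARP1CKO effects was tested. It was -1.06 for Ccl3 (standard error 0.172, unadjusted p = 0.000176, adjusted p = 0.122 over all genes), -1.00 for Ccl4 (adjusted p = 0.571), -2.02 for Ccl6 (adjusted p = 0.176) and -0.91 for Ccl9 (adjusted p = 0.239), so none passed the threshold with the quasi-likelihood test. Other tests called some of them. With DESeq2 the difference passed for Ccl3 (adjusted p = 0.00558) and Ccl6 (0.0314), and with the likelihood-ratio test it passed for Ccl3, Ccl6 and Ccl9 but not for Ccl4 (0.125). Over the alternatives the adjusted p-value of the difference ranged from 4.17e-06 to 0.152 for Ccl3, from 2.19e-05 to 0.267 for Ccl6, from 0.000514 to 0.256 for Ccl9 and from 0.0519 to 0.916 for Ccl4. The chemokine class had a median difference of -0.14, which limma's camera test did not call. The paper sets the fall of these chemokines in PARP2CKO IMCs beside their levels in PARP1CKO IMCs. It describes the pattern as differential gene regulation by PARP2 and PARP1. The paper also tested the pattern by RT-qPCR, and CCL3 protein by ELISA, which were not analysed here.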

Olaparib was also able to decrease CCL3 mRNA and protein levels both in vitro and in vivo (Fig. 3i, j). Moreover, olaparib reduced CCL4, 6, and 9 in vitro but only lowered CCL4 expression in vivo (Supplementary Fig. 5f, g).

We tested the effect of rescuing CCL3 level in the bone metastatic microenvironment by CCL3 overexpression in breast cancer cells (Supplementary Fig. 6a). Olaparib-exacerbated bone metastasis was abolished by mCCL3 overexpression in both Py8119 and 1833 cells in B6 and nude mice, respectively (Fig. 3k, Supplementary Fig. 6b). Moreover, elevating CCL3 level was sufficient to suppress basal bone metastasis in immunocompetent B6 mice, but not in athymic nude mice (Fig. 3k, Supplementary Fig. 6b). These results indicate that CCL3 regulation of bone metastasis may be mediated by both T cells and innate immune cell types. CCL3 is a critical chemokine for differentiation, chemotaxis, and activation of immune cells, including macrophages, dendritic cells, natural killer cells, and T cells^23^, we found that CCL3 attracted the migration of all the bone marrow immune cell types, most of which were blocked by antagonists of CCL3 receptor CCR1/5 (Supplementary Fig. 6c). As a complementary loss-of-function in vivo approach, we treated mice with CCR1/5 antagonists to inhibit the endogenous CCL3 signaling; as a result, bone metastasis was exacerbated and olaparib could no longer further increase bone metastasis (Fig. 3l), confirming a physiologically significant role of CCL3 signaling in suppressing bone metastasis and mediating olaparib regulation. As T cells may be responding to CCL3 during bone metastasis, we analyzed T cell subpopulations with FACS. Both PARP2CKO and olaparib increased the population of immune-suppressive CD25 + FoxP3+ regulatory T cells (Treg) and reduced the population of immune-activating IFNγ + type 1 T helper cells (Th1; Fig. 3m, n). The effect of olaparib on Treg and Th1 was also impaired by CCR1/5 antagonists (Fig. 3n), supporting that it is CCL3 mediated. Olaparib also increased the population of type 2 T helper cells (Th2) and T helper 17 cells (Th17), but these effects were likely not mediated by PARP2 or CCL3 because they were not observed upon PARP2CKO or CCR1/5 inhibition (Supplementary Fig. 6d, e). Interestingly, olaparib was still able to increase IMC population after CCL3 replenishment or CCL3 signaling blockade, suggesting that reduced CCL3 expression is a downstream event of IMC accumulation (Supplementary Fig. 6f, g). All these results suggest that PARP2CKO and olaparib cause IMC accumulation in bone, impair CCL3 levels, and convert the bone microenvironment to immunosuppressive by altering the balance of Treg and Th1 cells.

### Enhanced repression of CCL3 transcription by β-catenin after PARP2 deletion

We next investigated the molecular mechanism for how PARP2 enhances CCL3 expression. Chromatin immunoprecipitation (ChIP) assay showed that PARP2 bound to CCL3 proximal promoter in both IMCs and cancer cells (Fig. 4a). The ChIP signals were PARP2 specific as they were significantly reduced in PARP2KD or PARP2CKO cells (Fig. 4a). In contrast, PARP1 did not bind to CCL3 promoter (Supplementary Fig. 7a). Consistent with the genetic analysis using PARP2 depletion, pharmacological PARP inhibition via olaparib treatment also diminished CCL3 promoter binding with PARP2 (Fig. 4b), but not PARP1 (Supplementary Fig. 7b). We cloned different regions of CCL3 promoter upstream of a luciferase reporter (Fig. 4c). Transient transfection and reporter assay showed that PARP2KD, but not PARP1KD, significantly impaired the luciferase output driven by mouse and human CCL3 promoters (Fig. 4c, Supplementary Fig. 7c). The level of H3K4me3, a histone mark for active transcription, was also significantly reduced at CCL3 promoter in PARP2-deficient cells (Supplementary Fig. 7d).

**Fig. 4:**
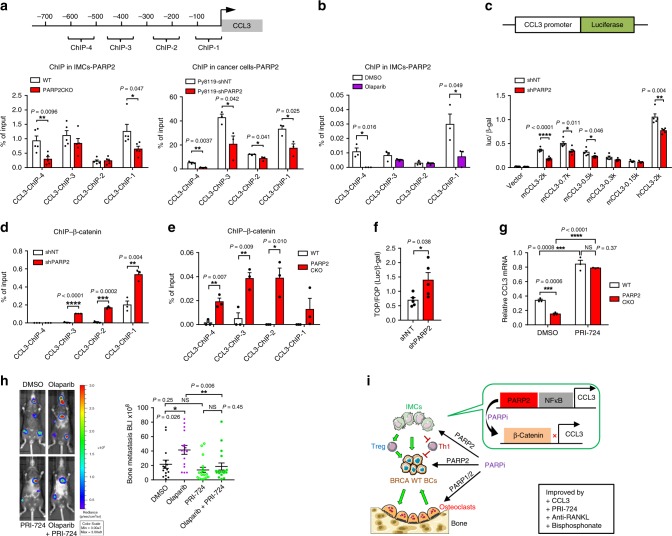
Inhibition of β-catenin increases PARP2-dependent CCL3 expression and prevents olaparib-induced bone metastasis. **a** (Top) a diagram of primer locations at the promoter of CCL3 for chromatin immunoprecipitation (ChIP) analyses; (bottom) ChIP analyses showed that PARP2 associated with CCL3 promoter in IMCs (bottom left; *n* = 5) and Py8119 cells (bottom right; *n* = 3). **b** ChIP analyses showed that 3 μM olaparib-suppressed PARP2 binding to CCL3 promoter in IMCs (*n* = 3). **c** (Top) a diagram of CCL3 promoter-driven luciferase transcription in the CCL3-luc reporter system; (bottom) PARP2KD significantly impaired CCL3 promoter-driven luciferase expression (*n* = 5) when CCL3 promoter included >0.5k bp regions upstream of transcription start site. **d**, **e** In ChIP, β-catenin binding to CCL3 promoter was increased in PARP2KD Py8119 cells (**d**, *n* = 3) and PARP2CKO IMCs (**e**, *n* = 3). **f** TOP/FOP flash assay revealed that PARP2 negatively regulate β-catenin transcriptional activity (*n* = 5). **g** CCL3 expression was elevated in IMCs treated with 1 μM β-catenin inhibitor PRI-724 for 3 days (*n* = 3). **h** PRI-724 blocked olaparib-induced bone metastasis in B6 WT mice (*n* = 16). **i** A model for how olaparib regulates breast cancer bone metastasis. BCs breast cancer cells, PARPi PARP inhibitor. Data represent mean ± SEM, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; NS nonsignificant. Two-sided Student’s *t*-test was used to calculate statistical difference. Source data are provided as a Source Data file.

PARPs may regulate gene expression in conjunction with transcription factors^7^. Because CCL3 transcription is downregulated by β-catenin and upregulated by NFκB (refs. ^24,25^), we next tested the effects of PARP deficiency on CCL3 promoter association with these two transcription factors. ChIP assay showed that β-catenin binding at CCL3 promoter was significantly augmented by the KD of PARP2 but not by PARP1 in cancer cells (Fig. 4d, Supplementary Fig. 7e). Consistently with this observation, β-catenin binding at CCL3 promoter was also enhanced in PARP2CKO IMCs (Fig. 4e). In contrast, p65/NFκB binding at CCL3 promoter was reduced by both PARP1 and PAR2 deficiency (Supplementary Fig. 7f). These results suggest that differential regulation of bone metastasis by PARP2 and PARP1 may be mediated by their distinct impact on β-catenin binding and suppression of CCL3 promoter. Indeed, TOP/FOP flash reporter assay revealed that β-catenin transcription activity is enhanced by the depletion of PARP2 but not PARP1, confirming a PARP2-specific β-catenin suppression (Fig. 4f, Supplementary Fig. 7g). Moreover, the expression of cyclin D1, a known β-catenin target gene, was elevated in PARP2-deficient cells (Supplementary Fig. 7h). It has been reported that β-catenin suppresses the expression of CCL3 (ref. ^25^). We have indeed found consensus T cell factor (TCF) binding sites CTTTG(A/T)(A/T) within 1 kb upstream of CCL3 transcription start site (Supplementary Fig. 7i). Our results showed that the association of β-catenin with the CCL3 promoter was enhanced by PARP2 deletion (Fig. 4d, e). However, in vitro PARylation assay showed that β-catenin was not a substrate of either PARP1 or PARP2 (Supplementary Fig. 7j). Since both PARP2 and β-catenin can associate with the proximal CCL3 promoter, these findings indicate that olaparib binding to PARP2 releases PARP2 from CCL3 promoter (Fig. 4b), thus allowing β-catenin recruitment to CCL3 promoter.

We next performed rescue experiments in vitro and in vivo. Inhibition of β-catenin transcriptional activity by PRI-724 not only increased CCL3 mRNA and reduced cyclin D1 mRNA, but also abolish the effects of PARP2 deficiency in IMC cultures (Fig. 4g, Supplementary Fig. 7h). Cotreatment of olaparib with PRI-724 in mice also abrogated the bone metastasis induced by olaparib (Fig. 4h). These results support a key role of β-catenin over-activation in mediating the bone-met-enhancing effects of PARP2 deficiency and olaparib treatment. These findings also suggest that β-catenin inhibitors may be a potential combined therapy with PARP inhibitors for a better cancer treatment. Cancer patients with bone metastasis are often given anti-bone resorption agents, such as anti-RANKL antibody and bisphosphonates. We found that cotreatment with anti-RANKL antibody or zoledronate (ZOL) significantly relieved olaparib-induced bone metastasis (Supplementary Fig. 7k).

We next tested whether breast cancer cell BRCA deficiency affects olaparib-induced bone metastasis. In vitro, olaparib showed similar inhibition of the growth and survival of BRCA-KD and BRCA-WT cancer cells, but it only significantly reduced the migration of BRCA-KD cancer cells but not BRCA-WT cancer cells (Supplementary Fig. 8a–d). In vivo, olaparib treatment also showed similar suppression of the primary tumor growth from BRCA-KD and BRCA-WT cancer cells (Supplementary Fig. 8e, f). In contrast to BRCA-WT cancer cells, bone metastasis from BRCA-KD cancer cells was reduced or unaffected by olaparib (Supplementary Fig. 8g, h). These results indicate that the impact of olaparib on bone metastasis may be dependent on contexts, such as the functional BRCA status in cancer cells. However, among all clinical trials involving PARP inhibitor treatment of advanced ovarian and breast cancer, little attention was paid to the effects of PARP inhibitors on bone metastasis and no such data has been reported. Nevertheless, we summarized all currently available clinical data on bone health-related events in clinical trials (Supplementary Fig. 9a), and found that patients with PARP inhibitor treatment showed a trend of higher risk of bone fracture, serious bone, or musculoskeletal pain, as well as osteoporosis/osteonecrosis, compared with patients with Physician’s Choice Treatment or Placebo (Supplementary Fig. 9b). As the reported incidences so far are low and incomprehensive, and bone pain is common in metastatic cancer patients, these interesting observations will require further comprehensive clinical evaluation.

## Discussion

Together, our findings suggest that PARP1/2 dual inhibitors may increase cancer bone metastasis through PARP2-dependent regulation of IMCs, and cause bone loss through PARP1/2-dependent regulation of osteoclasts (Fig. 4i). Many BRCA-mutated cancer patients do not respond to PARP inhibitor treatment. Acquired PARP inhibitor resistance is commonly observed due to multiple mechanisms, including BRCA function restoration by secondary mutations^26^. Our findings that PARP1/2 dual inhibitors may lead to bone loss and exacerbate bone metastasis further emphasize the importance of effective biomarkers to predict the sensitivity of PARP inhibitors and the long-term clinical outcome. Currently, PARP inhibitors are only approved for treating BRCA-mutated breast cancer and ovarian cancer patients. Given our findings, it is critical to carefully examine whether PARP inhibitor treatment triggers metastatic bone diseases in patients with restored BRCA functions and/or acquired PARP inhibitor resistance. Furthermore, it is important to assess whether patients receiving PARP inhibitor treatment may have reduced bone mass and increased fracture risk. Drugs suppressing osteoclast activity, such as RANKL antibody and bisphosphonates may attenuate olaparib-induced bone loss. Inhibitors of β-catenin, CCL3 replenishment, anti-RANKL antibody, and bisphosphonates may prevent olaparib-induced bone metastasis.

By establishing innovative experiment tools combining in vitro and in vivo, gain- and loss-of-function, genetic and pharmacological approaches, this study has identified and characterized PARP2 deficiency as a mediator of breast cancer bone metastasis that functions via multiple mechanisms. This study has also uncovered important functional and mechanistic distinctions between PARP1 and PARP2. Our findings warrant potential deleterious effects of current PARP1/2 inhibitor cancer drugs to exacerbate bone metastasis and trigger bone loss; provide key insights for personalized medicine and tailored treatment using PARP1/2 dual inhibitors by revealing distinct effects on bone metastasis, depending on cancer cell BRCA status and PARP inhibitor sensitivity. These findings highlight the importance of future study on developing and evaluating PARP1-specific inhibitors as possibly safer options and PARP2-specific activators as potential strategy to prevent and treat bone metastasis. Our findings provide possibilities to extend PARP inhibitors for the treatment of BRCA-WT breast cancer patients or PARP inhibitor-resistant patients through cotreatment of CCL3, β-catenin inhibitors, anti-RANKL antibody, or bisphosphonates. Collectively, our data unveil a hidden yet critical chapter in cancer biology, PARP biology, and skeletal biology, with significant clinical and therapeutic implications in a variety of diseases, such as cancer and osteoporosis.

## Methods

### Mice

PARP1 and PARP2 global KO mice, as well as PARP2 flox mice were provided by Dr. Francoise Dantzer^5,19,27^. Generation of PARP1 flox mice has been published^28^. To establish conditional PARP1 or PARP2 KO in the myeloid lineage, PARP1 or PARP2 flox mice were bred with LyzM-Cre mice^29^. MMTV-PyMT transgenic C57BL/6 mice and MMTV-Cre mice were from the Jackson Laboratory. WT C57BL/6 J mice (UTSW Breeding Core), BALB/cJ mice (UTSW Breeding Core), and athymic nude mice (Charles River) were also used. Nude PARP1 and PARP2 global KO mice were established by breeding PARP1 and PARP2 global KO C57BL/6 mice with athymic nude mice. All experiments were conducted using littermates. All protocols for mouse experiments were approved by the Institutional Animal Care and Use Committee of University of Texas Southwestern Medical Center. All mice were housed in accordance with approved IACUC protocols. Animals were housed on a 12–12 light cycle (light on 6:00, off 18:00) and provided food and water ad libitum.

### Reagent

The TOP-flash luciferase reporter and FOP-flash negative control were from Dr. Chi Zhang (Texas Scottish Rite Hospital for Children). PCR products for human or mouse PARP1/2 and mouse CCL3 were amplified from their cognate complementary DNAs (cDNAs), and cloned into pTy-U6 vector (provided by Yi Zhang, UT Southwestern Medical Center). PARP2 mutants were constructed via overlap extension PCR. PARP1 shRNA and PARP2 shRNA were generated by cloning double-stranded oligonucleotides into the pLKO.1 vector (Sigma). The shRNA constructs targeting human or mouse BRCA1 mRNA (TRCN0000244984, TRCN0000042558), non-targeting control shRNA (shNT, SHC002), and anti-β-actin antibody were purchased from Sigma-Aldrich (St. Louis, MO). Antibodies for PARP1 and PARP2 were purchased from Active Motif (Carlsbad, CA). Antibodies for β-catenin and p65 were from Santa Cruz Biotechnology (Dallas, TX). Antibody for H3K4me3 was from Abcam (Cambridge, MA). Anti-poly-ADP-ribose binding reagent was from MilliporeSigma (Burlington, MA).

### Cell culture

HEK293T cells, 4T1.2 cells, and MDA231-BoM-1833 cells were cultured in DMEM medium supplemented with 10% FBS and 1× Antibiotic-Antimycotic (Invitrogen) at 37 °C with 5% CO_2_. Py8119 cells were cultured in Ham’s F12K medium containing 5% FCS (Fetal Clone II), MITO Serum Extender, and 1× Antibiotic-Antimycotic. RAW264.7 mouse macrophage cell line was from ATCC (TIB-71) and was cultured in α-MEM with 10% FBS and 1× Antibiotic-Antimycotic at 37 °C with 5% CO_2_. All reagents for cell culture were from Fisher Scientific. To generate stable cell lines, the pTy-U6 or pLKO.1 plasmid was cotransfected with the expression plasmids for GAG-Pol-Rev, VSV-G envelope protein, and pAdvantage into HEK293T cells using Lipofectamine 3000 (Invitrogen). The resulting virus was then filtered and used to infect 1833 cells or Py8119 cells followed by puromycin selection.

### Bone analyses

Bone volume and architecture were evaluated with μCT using a Scanco μCT-35 instrument (SCANCO Medical) as described with minor modifications^30^. Mouse tibiae were fixed in 70% ethanol and scanned for overall tibial assessment (7 μm resolution), and the structural analysis of trabecular (3.5 μm resolution) and cortical bone (7 μm resolution). Trabecular bone parameters were calculated using Scanco software to analyze the bone scans from the trabecular region directly distal to the proximal tibial growth plate. Femurs were fixed in 2% paraformaldehyde for 24 h, decalcified with 10% EDTA (pH 7.5) for 8 days, emerged in 30% sucrose in PBS for 24 h, embedded in optimal cutting temperature compound (Fisher Scientific), and sectioned at 12 μm. TRAP staining of osteoclasts or femur sections was performed using the Leukocyte Acid Phosphatase staining kit (Sigma). Histomorphometric analyses were conducted using the BIOQUANT Image Analysis software (Bioquant Version 14.1.6). As a bone resorption marker, serum CTX-1 was measured with a RatLaps EIA kit (Immunodiagnostic Systems). As a bone formation marker, serum amino-terminal propeptide of type 1 collagen (P1NP) was measured with a Rat/Mouse P1NP enzyme immunoassay kit (Immunodiagnostic Systems). H&E staining was performed by Histology Core of UT Southwestern Medical Center.

### Osteoclast differentiation

Osteoclasts were differentiated from bone marrow cells as previously described^15,30^. Briefly, hematopoietic bone marrow cells were filtered with a 40 μm cell strainer, and differentiated with 40 ng/mL of mouse M-CSF (R&D Systems, Minneapolis, MN) in α-MEM containing 10% FBS for 3 days, then with 40 ng/mL of mouse M-CSF and 100 ng/mL of mouse RANKL (R&D Systems) for 3–9 days, in the presence or absence of 1 μM rosiglitazone (Cayman Chemical, Ann Arbor, MI). In coculture experiments, after culturing bone marrow cells with M-CSF for 3 days, cancer cells (1/100 amount of seeded bone marrow cells) were added together with RANKL. For inhibitor treatment, indicated dosages of olaparib (LC Laboratories, Woburn, MA) or PDD 00017273 (R&D Systems) were added during the entire differentiation process. Osteoclast differentiation was quantified by the RNA expression of osteoclast marker genes (TRAP and CTSK) using reverse-transcription quantitative PCR, as well as TRAP staining of osteoclasts.

### Gene expression analyses

RNA was extracted with Trizol (Invitrogen) and reverse transcribed into cDNA using an ABI High Capacity cDNA RT Kit (Invitrogen) and then analyzed using Applied Biosystems 7700 real-time PCR (SYBR Greener) in triplicate with qPCR primers (Supplementary Table 2). All RNA expression was normalized by RPL19 (mouse) or GAPDH (human). Protein expression was analyzed by western blot using whole-cell extract with antibodies against PARP1 (1:1000), PARP2 (1:1000), β-actin (1:5000), PAR (1:1000), or β-catenin (1:1000). CCL3 protein levels in conditioned medium were measured with a mouse CCL3 ELISA kit (R&D Systems).

### Bone metastasis analyses

Using a VisualSonics Vevo 770 small-animal ultrasound device, luciferase-labeled cancer cells were injected into the left cardiac ventricle so that they could bypass the lung and efficiently migrate to the bone^31^. Bone metastases were detected and quantified weekly after injection by BLI using a Caliper Xenogen IVIS Spectrum instrument at University of Texas Southwestern small-animal imaging core facility. All the BLI signal data over the entire course could be found in Supplementary Fig. 10. Mice with massive BLI signals (>10^10^) on chest only were excluded as failed intracardiac injections. The osteolytic metastatic lesions were imaged by radiography using a Faxitron Cabinet X-ray System with the X-ray tube peak kilovoltage fixed at 26 kVp and the exposure time at 15 s. Radiolucent osteolytic lesions in the hind limbs of mice were quantified. The luciferase-labeled bone-metastasis-prone MDA-MB-231 human breast cancer cell subline (MDA231-BoM-1833)^12^ was provided by J. Massague´ and injected into 6-week-old female nude mice (NCI) at 1 × 10^5^ cells per mouse in 100 μl PBS. The luciferase-labeled 4T1.2 mouse mammary tumor subline^13^ was provided by Robin Anderson (Peter MacCallum Cancer Centre) and Yibing Kang (Princeton University), and was injected into 6-week-old female BALB/c mice at 1 × 10^5^ cells per mouse in 100 μl PBS. The luciferase-labeled Py8119 bone-metastatic-prone mouse mammary tumor cell line^14^ originally derived from spontaneous mammary tumors in C57BL/6 MMTV-PyMT female transgenic mice^32^ was provided by Dr. Lesley Ellies (UCSD), and injected into 6-week-old female C57BL/6 J mice at 2.5 × 10^4^ cells per mouse in 100 μl PBS. For in vivo inhibitor treatment, mice were treated with DMSO or 50 mg/kg of olaparib and/or 50 mg/kg of BX-471, 10 mg/kg of Maraviroc (DC chemicals, China), and 20 mg/kg of PRI-724 (Selleckchem, Houston, TX) by i.p. injection daily starting 1 week before tumor cell injection. Anti-mouse RANKL antibody (clone IK22/5, Biolegend) was injected via i.p. at 250 μg/mice on the same day before intracardiac injection. ZOL (Sigma) was i.p. injected at 0.1 mg/kg weekly in week −1, 0, and 1.

### Analyses of primary tumor growth and spontaneous metastases

Female nude or C57BL/6 mice (6–8 week old) were injected with 5 × 10^5^ cells into the fourth mammary fat pad. Tumor size was measured every 3 days using electronic calipers. Tumor volume was calculated as (length × width^2^)/2. The tumor-free survival of MMTV-PyMT mice was calculated as the duration between date of birth and the initial observation of mammary tumors. The time of primary tumor growth was from tumor onset to the maximal tumor volume limit (single tumor 1500 mm^3^; all tumors 2000 mm^3^). Spontaneous lung metastases were detected as described^33^. Entire lungs were excised from mice once the tumor volume reached the maximal tumor volume limit. For mice with cancer cell mammary fat pad injection, the genomic DNA was isolated from homogenized tissues. Genomic DNA was subjected to qPCR to detect the cycle threshold (Ct) for vimentin (total mouse tissue) and luciferase (tumor cells). For MMTV-PyMT mice, RNA was isolated from tissues and subjected to detect Ct of RPL19 (total mouse tissue) and PyMT (tumor cells). Relative tumor burden was calculated using 10,000 × 2^−ΔCt^, where ΔCt is the difference of the Ct values of vimentin and luciferase or RPL19 and PyMT.

### Promoter analyses

Genomic DNA fragments from upstream 2 kb, 0.7 kb, 0.5 kb, 0.3 kb, or 0.1 kb to the mouse or human CCL3 transcription start site were cloned into the pGL4.20 vector (a kind gift from Dr. Beth Levine, UT Southwestern Medical Center) to generate the CCL3-luc reporters. In TOP/FOP flash assay, TCF binding luciferase reporter (TOP-flash) or a control reporter with mutant TCF binding sites (FOP flash) were used to quantify β-catenin transcriptional activity. Luciferase reporters were transiently cotransfected with a cytomegalovirus-β-gal reporter (as internal control for transfection efficiency), along with knocking-down plasmids for PARP1 or PARP2 into HEK293T cells using Lipofectamine 3000 (Invitrogen). Luciferase activity was measured after 48 h and normalized by β-gal activity.

### Chromatin immunoprecipitation

ChIP assays were performed as described^34^. Briefly, cells in 15-cm dishes were cross-linked with 1% formaldehyde, quenched in 137.5 mM glycine, and harvested in PBS. Then cells were incubated in cell lysis buffer (10 mM HEPES pH 8.0, 85 mM KCl, and 0.5% Nonidet P-40) for 10 min on ice. Nuclei were pelleted at 100 × *g* for 10 min at 4 °C and resuspended in nuclei lysis buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 1% SDS, and proteinase inhibitor cocktail). Samples were sonicated at 40% power for 30 s for three times. We kept 10% supernatant as input and the rest was incubated with 4 μg of antibodies overnight at 4  °C followed by incubation with protein A/G beads for 2 h. Beads were washed with high salt buffer (50 mM HEPES pH 7.9, 500 mM NaCl, 1 mM EDTA, 0.1% SDS, 1% Triton X-100, and 0.1 % deoxycholate) for four times and TE buffer (10 mM Tris-HCl pH 8.0, and 1 mM EDTA) twice. Then the beads were incubated in elution buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 1% SDS, and 66.7 ng/μl proteinase K) for 2 h at 55 °C followed by incubation at 65 °C overnight to reverse cross-link. DNA was then purified with PCR purification kit (Qiagen, Germantown, MD). ChIP output was quantified by qPCR in triplicates and normalized by input. Four pairs of primers CCL3-ChIP-1, 2, 3, and 4 located on +4 to −117, −163 to −285, −348 to −468, and −504 to −627 of CCL3 promoter, respectively, were used to detect the affinities of CCL3 promoter with proteins.

### Flow cytometry analyses

Bone marrow cells were isolated and filtered with a 100 μm cell strainer. Then cells were treated with ACK (ammonium–chloride–potassium) lysis buffer (150 mM NH_4_Cl, 10 mM KHCO_3_, 1 mM EDTA, pH 7.2) for 3 min on ice. Cells were blocked with anti-CD16/32 (anti-Fcγ R III/II receptor, clone 93, 1:1000 dilution) for 20 min and then stained for 20 min with 7-AAD and antibodies (1:200 dilution) against CD45 (clone 30-F11, BD Biosciences), CD11b (clone M1/70), F4/80 (clone BM8), CD11c (clone N418), MHC II (clone M5/114.15.2), Gr1 (clone RB6-8C5), B220 (clone RA3-6B2), NK1.1 (clone PK136), CD3 (clone 17A2), CD4 (clone RM4-5), CD8a (clone 53-6.7), and CD25 (clone PC61). Treg cells were analyzed by further treatment with Foxp3/Transcription Factor Staining Buffer (Invitrogen) and stained with anti-FoxP3 (1:200 dilution, clone FJK-16s, Invitrogen). To analyze Th1 and Th2 cells and Th17 cells, bone marrow cells were stimulated with Cell Activation Cocktail plus Brefeldin A (Biolegend) for 4–6 h after ACK treatment. After cell surface staining, cells were further treated with Intracellular Fixation and Permeabilization Buffer (Invitrogen) and stained with antibodies (1:200 dilution) against IFNγ (clone XMG1.2), IL-4 (clone 11B11), or IL-17A (clone TC11-18H10.1). Cells were analyzed on LSR II flow cytometer (BD Biosciences) at the flow cytometry core of UT Southwestern Medical Center. Data were collected with the BD FACSDiva software (Version 8.0.1) and analyzed with the BD FlowJo Version 10 software. Gating strategies were presented in Supplementary Fig. 11. All reagent and antibodies were purchased from Biolegend (San Diego, CA) unless specified otherwise.

### RNA-seq

RNA-seq was performed in the Next-Generation Sequencing Core at UT Southwestern Medical Center. Briefly, total RNA was extracted with Trizol and miRNeasy Mini Kit (Qiagen). Four µg of total DNase-treated RNA were prepared with the TruSeq Stranded Total RNA LT Sample Prep Kit (Illumina). RNA was purified and fragmented before strand-specific cDNA synthesis. cDNA was then A-tailed, ligated with indexed adapters, PCR amplified, and purified with Ampure XP beads. Library quality was validated on the Agilent 2100 Bioanalyzer. Samples were quantified by Qubit before being normalized and pooled, and then run on the Illumina HiSeq 2500 using SBS v3 reagents to obtain single-end 75 bp reads at a depth of 35 million reads per sample. Quality control was performed with FastQC (version 0.11.2) and FastQ Screen (version 0.4.4). Reads were trimmed to remove adapter sequences using fastq-mcf (ea-utils/version 1.1.2-806), then mapped to mm10 genome using TopHat (version 2.0.12) with duplicated reads marked by Picard tools (version 1.127). RNA counts were generated from Subread/FeatureCounts. Differential expression analysis of FPKM (Fragments Per Kilobase of exon model per Million mapped fragments) was carried out by edgeR. Differential expressed genes were determined by false discovery rate <0.05.

### Cell proliferation, migration, and clonogenic assay

Cells were seeded into 96-well plates at a density of 2000 cells per well, and cell proliferation was measured by testing luciferase activity on days 1, 3, 5, and 7. Cancer cell migration was quantified using corning transwell plates (8 μm pore size, Fisher scientific). Briefly, 5 × 10^5^ cells in 100 μL serum-free medium were seeded in the upper chamber and 600 μL medium containing 10% FBS was placed in the bottom chamber. After 24 or 48 h, the relative number of cells that migrated to the bottom chamber was quantified by measuring the luciferase activity. In CCL3 chemotaxis assay, 1 × 10^6^ bone marrow cells (ACK buffer treated) in 100 μL culture medium were seeded in the upper chamber of transwell plates (5 μm pore size). Culture medium (600 μL) with or without 200 ng/mL recombinant mouse CCL3 (Biolegend), 1 μM CCR1 inhibitor BX-471 (Millipore), or 1 μM CCR5 inhibitor Maraviroc (Fisher scientific) was placed in the bottom chamber. The plates were incubated at 37 °C for 2 h, and then the cells in the bottom chamber were counted and collected for FACS analysis. In the clonogenic assay, 200 cells were plated in each well of six-well plates and cultured for 2 weeks. The cell colonies were fixed and stained in 4% formaldehyde containing 0.5% (w/v) crystal violet for 30 min. The size of colonies was analyzed using the ImageJ software (version 1.4.3.67).

### In vitro PARylation assay

In each reaction, 500 ng recombinant GST-tagged human β-catenin (sigma) was mixed with 500 ng recombinant human PARP1 (Tulip Biolabs) or PARP2 (Sigma) together with or without 10 μM olaparib in 100 μL reaction buffer (50 mM Tris pH 7.5, 4 mM MgCl_2_, 20 mM NaCl, 250 μM DTT, 100 ng sheared salmon DNA (ambion), and 500 μM β-NAD^+^ (Sigma)). The mixture was incubated at room temperature for 1 h. The reactions were terminated by SDS loading buffer and subjected to western blot.

### Statistical analyses

Statistical parameters including the definitions and exact value of number, deviations, *P* values, and the types of the statistical tests are reported in the figures and figure legends. We performed all statistical analyses in GraphPad Prism version 7 software with data from three or more biologically independent replicates using two-sided Student’s *t*-test unless noted otherwise. Statistical analysis of primary tumor growth was performed using two-way ANOVA with Sidak’s multiple comparison. Two-sided log-rank test was used to analyze tumor-free survival. Two-sided Mann–Whitney *U* test was performed for analyzing tumor burden (non-normally distributed data). Results are represented as mean ± s.e.m. The *P* values are *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001; NS, nonsignificant (*P* > 0.05).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA-seq data have been deposited in the Gene Expression Omnibus database under the accession code GSE145755. Clinical data are available in Clinicaltrials.gov with Identifier NCT00494234, NCT00494442, NCT00628251, NCT00753545, NCT00679783, NCT01078662, NCT02000622, NCT01844986, NCT01874353, NCT01945775, NCT02034916, NCT01891344, NCT01968213, and NCT01847274. The source data underlying Figs. 1a–f, 2b–d, f–h, 3a–c, h–n, and 4a–h, and Supplementary Figs. 1a, 1c–n, p, q, 2a–p, 3a, b, d–f, h–k, 4a–f, h, 5c–g, 6a–g, 7a–h, j, k, and 8a–h are provided as a Source Data file. All the other data supporting, the findings of this study are available within the article, and its supplementary information files and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

## Source Data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

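Total RNA of immature myeloid cells (IMCs) was sequenced in 8 libraries, 2 in each of 4 groups: PARP1 WT, PARP1CKO, PARP2 WT and PARP2CKO. The cells were expanded from the bone marrow of 2-month-old mice for 3 days with 40 ng per mL of M-CSF, and 4 µg of RNA entered each library. The deposited table holds raw counts per gene, which the authors made from single-end reads trimmed with fastq-mcf, mapped to mm10 with TopHat and counted on genes with featureCounts. Duplicates were marked with Picard, and the paper's text does not say whether marked reads were left out, which annotation was used or whether counting used the strand. Genes that may share reads with a close copy therefore have uncertain counts, such as the Pira genes, Lyz1 and Lyz2, or Nlrp1a and Nlrp1c-ps. Read sharing was not measured. All values used are counts, and no column lay outside the 8 libraries.

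Of the 24062 genes in the table, 6520 had no count in any library and 13197 passed edgeR's filterByExpr. Between 37852450 and 61845125 counts per library were assigned to genes, TMM factors lay between 0.965 and 1.03, and the 10 most abundant genes took between 10.3% and 12.4% of a library. Replicates differed by more than sampling noise in all groups (chi-square per gene between 8.70 and 13.1), so each library counted as 1 replicate. The common biological coefficient of variation was 0.055.

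The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with matplotlib 3.10.9. The main test was edgeR's quasi-likelihood test on all 8 libraries with a mean for each group, with Benjamini-Hochberg adjustment and a threshold of 0.05. Its standard errors were derived from the test, as the absolute log2 fold change divided by the square root of the F statistic. Contrasts were PARP1CKO against PARP1 WT, PARP2CKO against PARP2 WT, and the difference between these effects. The paper names edgeR and a false discovery rate of 0.05, and gives FPKM as its input. Gene lists were tested with limma's camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01. A gene with at most 3 counts in both libraries of a group was taken to be at the floor, and its fold is given as a bound. Gene positions are those of GENCODE M21 on GRCm38 (mm10), or of RefSeq for a gene GENCODE does not list.

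The tests were checked on 5 simulated tables of 13197 genes, with 200 genes changed in each. The quasi-likelihood test recovered 71.3%, 82.9% and 96.5% of genes changed by 0.5, 1 and 2 on the log2 scale, and 67 of its 904 calls (7.41%) were false. The likelihood-ratio test recovered 76%, 88.8% and 98.3%, with 225 of 1103 calls (20.4%) false, and DESeq2 recovered 71.6%, 82.6% and 91.6%, with 110 of 930 calls (11.8%) false. Counts were drawn from the fitted dispersions, and the tests differed far less there than in the data. The recovery and false shares may therefore not hold for the data.

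The genes named are Parp1, Parp2, the genes the paper names in its RNA-seq text and in Fig. 3e, Fig. 3f and Fig. 3g, and in each comparison the 5 called genes with the largest fold change whose groups do not overlap. Ccnd1, Tnfrsf11a, Acp5, Ctsk, Lyz2 and the genes of a list under discussion were also included. The rule, the tests, the gene lists and the alternatives were fixed before the data were examined, apart from those said to be added later. The alternatives were DESeq2's size factors, library size without a composition factor, DESeq2, the likelihood-ratio test, an exact test and a quasi-likelihood test on the 4 libraries of a comparison, no filter on low counts, a minimum of 1 CPM in 2 libraries, a replicate block, other thresholds, and leaving out each library. For gene lists they were a correlation estimated from the data and the fry test. The lists were chemokines, chosen by symbol, and markers of B cells, T and NK cells, neutrophils, granulocyte progenitors, macrophages, monocytes, osteoclasts, basophils and mast cells, and erythroid cells. Early response genes, interferon response genes, beta-catenin targets, Y-linked genes and X-inactivation genes completed them, and the X-inactivation list had no gene that passed the filter. Gene ontology terms were not analysed here.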

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

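The test that leaves out PARP1CKO replicate 2, the test of a GC trend, the tests of chromosomal segments and that of likelihood-ratio calls by position were chosen after the results were seen.

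The effects of the 2 deletions differed for Parp2 (adjusted p = 0.00634 from the quasi-likelihood test) and for Nlrp1c-ps (adjusted p = 0.0107 from the same test). With a replicate block, Nlrp1c-ps kept this call and Parp2 lost it. Parp2 is the gene deleted in PARP2CKO. Nlrp1c-ps had 0 counts in both PARP2CKO libraries and between 203 and 504 in the other 6. It lies in the part of chromosome 11 from 69 to 84 Mb, where 9.68% of the uncalled genes had an unadjusted p-value under 0.05 in the PARP2CKO comparison, against 4.41% elsewhere. A segment of different genotype may therefore contribute, and regulation by PARP2 stays open.

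The interferon response list differed between the effects with an unadjusted p-value of 0.000191 in camera, which rests on a preset correlation and 2 libraries per group. Its 11 genes were higher in PARP1CKO, with a median log2 fold change of 0.53, and lower in PARP2CKO, with a median of -0.30. The call for the difference did not hold under the fry test or an estimated correlation. Without PARP1CKO replicate 2 the fitted median in PARP1CKO went from 0.554 to -0.0514, so that 1 library may account for the rise. It was 0.242 without PARP1 WT replicate 2, and 1.01 and 0.969 without the replicate 1 library of PARP1 WT or PARP1CKO. The fall in PARP2CKO kept its sign with each library left out, from -0.468 without PARP2CKO replicate 2 to -0.177 without PARP2CKO replicate 1. A biological effect of PARP1 was not tested apart from this. For the difference, camera also gave unadjusted p-values under 0.05 for erythroid cells (0.000488), neutrophils (0.000993), early response (0.00663) and basophils and mast cells (0.0417). Of these, the erythroid list stayed under 0.05 with fry (0.0226), and none did with an estimated correlation.

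In the PARP1CKO comparison 13 called genes are not shown in the paper's figures: Rgs1, Pdlim4, Abca9, Fos, Dusp1, Mbd2, Siglec1, Padi2, Afap1, Pira1, Pira7, Pira4 and Mmp12. With the quasi-likelihood test on the 4 libraries of the comparison, Rgs1, Abca9, Fos, Mbd2, Padi2 and Afap1 were not called. Those outside Fos, Dusp1, Rgs1 and Afap1 were chosen after their values were seen. Fold changes in PARP1CKO followed GC content across genes (Spearman correlation 0.32, 13072 genes), but the 11 calls with a known GC content all stayed past the threshold with each library's GC trend removed, which argues against the trend as the whole cause for them. Mir6904, Dmwd and Fosb were gained. The other 3 calls, Pira1, Pira4 and Pira7, have no known GC content here and may share reads. The trend with GC content was therefore not tested for them. Sex does not separate the groups, as the largest Xist count in a library was 3. Mbd2 rested on PARP1 WT, with 173 and 218 CPM there and between 103 and 112 CPM in the other 6 libraries, so that its fall may reflect the WT mice (its log2 fold change was -0.70 without PARP1 WT replicate 2). On chromosome 18 from 69 to 72 Mb, 5 of the 6 tested genes were likelihood-ratio calls in PARP1CKO (Rab27b, 4930503L19Rik, Stard6, Poli and Mbd2), and each was higher in both PARP1 WT libraries than in the other 6. With 1 uncalled gene left there, Tcf4, a difference in genotype could not be tested as in the other regions. The permutation p-value for as many likelihood-ratio calls in a window was 0.0661 for 2 Mb and 0.348 for 5 Mb. An effect of PARP1 on these genes stays open.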

How the results depend on the processing

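The likelihood-ratio test on 4 libraries or without a count filter, the crossed pairing, the GC and length corrections the position test on likelihood-ratio calls and the count of calls near another call were added after the data were seen. The cause of the changes below was not tested, apart from the thresholds, which act by construction.

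Scaling changed little: DESeq2's size factors gave 14 and 7 calls in PARP1CKO and PARP2CKO, and library size alone 15 and 8. At an adjusted p-value of 0.1 PARP1CKO had 28 calls, 1 of them in Fig. 3e. With a log2 fold change of at least 1, 4 genes were called in PARP1CKO, 4 in PARP2CKO, 1 for the difference, and 4 of Fig. 3g. The tests moved the counts most. DESeq2 called 86 genes in PARP1CKO, 27 in PARP2CKO, 45 for the difference and 6 in both comparisons, with 5 of Fig. 3e, 7 of Fig. 3f and 22 of Fig. 3g, and gave no adjusted p for 1791 genes in PARP1CKO. The likelihood-ratio test called 146, 39, 72 and 8, with 8, 7 and 31 of the 3 panels. The exact test on 4 libraries called 113, 96 and 8 shared, with 9, 9 and 35. The quasi-likelihood test on 4 libraries called 0 genes of Fig. 3f. Without a filter on low counts there were 101, 26, 61 and 6 calls, with 6, 7 and 25. With at least 1 CPM in 2 libraries, 1 gene of Fig. 3f was called. The likelihood-ratio test on 4 libraries gave 114, 98 and 8 shared, with 9, 9 and 35, and without a count filter 134, 37, 67 and 8, with 8, 7 and 31.

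With the replicate number as a replicate block, PARP2CKO had 11 calls, the difference 1 and both comparisons 1 (Egr1), with 11 genes of Fig. 3g called. Afap1 (adjusted p = 0.107) and Pira1 were not called in PARP1CKO there. Among the lists, the interferon response was not called in PARP1CKO (0.0641) or PARP2CKO (0.0723), nor macrophages in PARP2CKO (0.0669), and monocytes were called in PARP1CKO (0.0264). The direction reversed in PARP1CKO for granulocyte progenitors, neutrophils and osteoclasts, with no call. Same-numbered libraries had deviations that correlated at -0.13 in the PARP1 groups and 0.15 in the PARP2 groups, so the numbers do not show that the libraries are paired. With the PARP1CKO numbers crossed in the replicate block there were 46 calls, 2 of them in Fig. 3e.

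The chemokine class in PARP2CKO had a median log2 fold change of -0.13 with at least 1 CPM in 2 libraries, where camera called it. Without Ccl3, Ccl4, Ccl6 and Ccl9 its direction in camera reversed, at a median of -0.0814 in PARP2CKO and 0.155 for the difference. For the difference, camera's unadjusted p-value for these 17 genes was 0.06. With the replicate block it was 0.041, a call in the upward direction. Of the 26 values of marker lists, the direction reversed under fry for granulocyte progenitors in PARP2CKO (median 0.0220) and with at least 1 CPM in 2 libraries for basophils and mast cells in PARP1CKO and B cells in PARP2CKO. With 1 library left out, the median of 12 of the 26 changed sign, of which 1, the interferon response in PARP1CKO, had been called. The median of the chemokine class changed sign in PARP1CKO (to 0.0333 without PARP1CKO replicate 1) and in PARP2CKO (to 0.0550 without PARP2 WT replicate 1). Of 9 calls for marker lists, 0 held under fry and 0 under an estimated correlation. Erythroid cells passed in PARP2CKO with at least 1 CPM in 2 libraries (0.0302). The correlation of fold changes went from -0.05 to -0.69 over the 21 called genes, where the Spearman correlation was -0.04. The permutation p-value for as many PARP2CKO calls in a window was 1e-04 for likelihood-ratio calls, the smallest that 10000 draws can give. For as many quasi-likelihood calls within 5 Mb of another call, the permutation p-value was 2e-04.

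With each library left out, signs changed for genes of the text and of the panels. In PARP1CKO they were Ccl4 (-0.146 to 0.0333), Ccl6 (-0.101 to 0.351), Ccnd1 (-0.159 to 0.103), Tnfrsf11a (-0.0717 to 0.0935) and Acp5 (-0.216 to 0.0897), and in PARP2CKO Acp5 (-0.0329 to 0.506) and Ctsk (-0.0568 to 0.632). Among the 39 genes of Fig. 3g the sign changed for Spint1 in PARP2CKO (-4.06 to 0.02) and for 18 genes in PARP1CKO, with Scd1 (-0.25 to 0.56), Cxcr2 (-0.04 to 0.31) and Wfdc17 (-0.70 to 0.09) among them, and 10 others came nearer 0 by over 1.5 times in PARP2CKO. Of the 10 genes of Fig. 3e, 0 changed sign in PARP1CKO and 7 in PARP2CKO. All alternatives were counted for 55 fold changes of single genes, which leave out most of Fig. 3g and the genes of Fig. 3e in PARP2CKO. Over the tested alternatives 390 of their values kept direction and side of the threshold, 83 became stronger and 11 weaker. With 1 library left out, which gives no test, 223 kept their direction and moved by no more than the spread between replicates, 10 reversed, and 3, all of Ifi202b at the floor, moved by more. With 2 libraries per group, the depth limits genes such as Rapgef4, with 4 and 3 counts in PARP1 WT.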

Differences from the paper's values

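The number of called genes differed from the paper's. In PARP1CKO 14 genes were called against about 120 in Fig. 3d, read by eye. Of the alternatives set before the data were examined, DESeq2 (86), the likelihood-ratio test (146), the exact test on 4 libraries (113) and no filter on low counts (101) fell within 1.5 times the paper's number, and the others did not. In PARP2CKO 7 genes were called against about 40 in Fig. 3d, read by eye. DESeq2 (27) and the likelihood-ratio test (39) came within 1.5 times the paper's number, and the others, the exact test (96) and no filter (26) among them, did not. In both comparisons 0 genes were called against about 8 in Fig. 3d, read by eye. DESeq2 (6), the likelihood-ratio test (8), the exact test (8) and no filter (6) came within 1.5 times, and the others did not. Among alternatives chosen after seeing the values, the likelihood-ratio test on 4 libraries gave 114, 98 and 8, and the likelihood-ratio test without a filter gave 134, 37 and 8.

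The paper shows the 10 genes of Fig. 3e as regulated in PARP1CKO, and none passed the threshold over all genes with the quasi-likelihood test. At an adjusted p-value of 0.1, Ppid was called. DESeq2 called 5 of them, the likelihood-ratio test 8, the exact test on 4 libraries 9 and the fit without a filter 6. The paper shows the 10 genes of Fig. 3f as regulated in PARP2CKO, and 3 passed. DESeq2, the likelihood-ratio test and the fit without a filter each called 7, and the exact test 9. Ccl4 passed with the likelihood-ratio test, the exact test, no filter and the replicate block, and Ccl6 with DESeq2, the likelihood-ratio test, the exact test and no filter. Of the 39 genes of Fig. 3g, 7 passed, and DESeq2 called 22, the likelihood-ratio test 31, the exact test 35, no filter 25 and the replicate block 11. Of the alternatives chosen after seeing the values, the likelihood-ratio test on 4 libraries called 9, 9 and 35 genes of the 3 panels.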

Other observations

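The tests of likelihood-ratio calls by position, of calls near another call, of chromosomal segments and of the place of PARP2 WT replicate 1 were chosen after the results were seen.

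Of the 7 called genes of the PARP2CKO comparison, 6 had another call within 5 Mb, in the pairs Nlrp1a and Nlrp1c-ps, Ccl9 and Ccl3, and Slamf7 and Ifi202b. Of 10000 random draws of as many genes, 1 had as many (permutation test, p = 2e-04). Without Nlrp1c-ps, which may share reads with Nlrp1a, the p-value was 0.0019 from the same permutation. The largest number in a window of 5 Mb was 2, which 0.123 of the draws reached, but that number does not see several pairs. Chance position is therefore not enough to account for the calls. Of the 39 genes called by the likelihood-ratio test, 8 lay on chromosome 11 from 83002158 to 83711348 (Slfn8, Slfn10-ps, Ccl9, Ccl6, Ccl3, Ccl4, Wfdc17 and Wfdc18), against a median of 2 in the draws (permutation test, p = 1e-04, the smallest that 10000 draws can give). The same 8 genes are in Fig. 3g. Neighboring genes can share regulation, so clustering alone does not separate the explanations. In the part of chromosome 11 from 69 to 84 Mb, 24 of 248 uncalled genes (9.68%) had an unadjusted p-value under 0.05, against 4.41% of uncalled genes elsewhere (Fisher's exact test, two-sided, p = 0.000477). In PARP1CKO the share there was 8.49% against 10.3%. On chromosome 1, in 6 Mb around Slamf7 and Ifi202b, it was 16 of 63 genes (25.4%) against 4.4% (p = 1.2e-08 from the same exact test). These bounds were set around called genes, and neighboring genes are not independent, so the p-values are only descriptive. A segment that differs in genotype between the PARP2 WT and PARP2CKO mice is a candidate explanation in both regions. Among likelihood-ratio calls on chromosome 1, Ifi202b, Slamf7, Dusp23, Hmga2-ps1 and Kcnj10 were nearer PARP2CKO than PARP2 WT in PARP1 WT. Means in PARP1 WT, PARP2CKO and PARP2 WT were 0, 0 and 19.8 CPM for Ifi202b. For Slamf7 they were 123, 136 and 91.4 CPM. Parp2 was 39.9 CPM in PARP1 WT, so the PARP2CKO levels of these genes do not need the loss of PARP2. Cd84 was nearer PARP2 WT. The paper's text states that littermates were used and does not describe the backcrossing of the floxed mice. On chromosome X from 68 to 74 Mb, 1 of 33 uncalled genes (3.03%) had such a p-value, too few to tell.

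If the level of the chromosome 11 genes depended on PARP2 alone, both PARP2 WT libraries would be alike, since Parp2 was 48.2 and 48.3 CPM in them. On a scale with PARP2CKO at 0 and PARP2 WT replicate 2 at 1, replicate 1 had a median place of 0.501 over the 13 likelihood-ratio calls of the region, from 0.332 to 0.929, with 12 under 0.8. The 25 calls elsewhere, Parp2 left out, had a median of 0.904, with 8 under 0.8. Replicate 1 would lie near the middle if it carried 1 copy of a segment, but with 2 WT libraries a difference between cultures and a difference in genotype cannot be told apart. From these libraries, regulation of these genes by PARP2 stays open. For CCL3 the paper gives further evidence, which was not analysed here. It reports RT-qPCR and ELISA in IMCs, lower CCL3 with olaparib, PARP2 at the CCL3 promoter, and a weaker promoter reporter after PARP2 knockdown. The olaparib and reporter experiments did not compare PARP2CKO with WT mice, so a segment in these mice would not account for them.

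The neutrophil list was lower in PARP2CKO by camera (median log2 fold change -0.20, 12 of 13 genes lower, adjusted p = 3.51e-05), but not under fry or an estimated correlation. The most abundant genes of the list fell less than Retnlg (-0.61) and Cxcr2 (-0.49), which the study picked from these libraries, with -0.17 for S100a9, -0.24 for S100a8 and -0.11 for Ngp. The fitted median of the list was -0.126 without PARP2CKO replicate 2. A lower share of neutrophils is therefore unlikely as the whole cause of the PARP2CKO calls, while a small change in share stays open.

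Lyz2 was lower in both comparisons, with log2 fold changes of -0.628 in PARP1CKO (adjusted p = 0.135) and -0.72 in PARP2CKO (adjusted p = 0.188 from the quasi-likelihood test), and its level in all 4 CKO libraries was below both WT libraries of the comparison. LyzM-Cre has the Cre sequence in the Lyz2 locus, so the loss of transcript from the engineered allele may explain a fall in both, since by the sample labels the WT mice lack Cre. Lyz1, which may share reads with Lyz2, was lower too (-0.62 and -0.45). A control with Cre and no floxed gene was not part of the data.

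The early response list, which holds Fos, Fosb, Egr1 and Dusp1, was lower in PARP1CKO (median -0.24, 11 of 13 genes, adjusted p = 3.51e-05 from camera) and in PARP2CKO (-0.15, 9 of 13, adjusted p = 0.00932). Without PARP2 WT replicate 2 the fitted median in PARP2CKO went from -0.15 to -0.03, and without PARP2 WT replicate 1 to -0.264. In PARP1CKO it went from -0.244 to -0.417 without PARP1CKO replicate 1. Further lists past the threshold in camera were erythroid cells in PARP1CKO (median 0.54, adjusted p = 0.00481), the interferon response in PARP1CKO (adjusted p = 0.0218) and PARP2CKO (0.0270), and in PARP2CKO basophils and mast cells (-0.44, 0.00464), macrophages (0.08, 0.0316) and osteoclasts (0.24, 0.0347). The fitted medians depended on single libraries. The erythroid median in PARP1CKO went from 0.593 to 0.326 without PARP1 WT replicate 2. Among the 6 tested genes of that list, Hba-a1 and Hba-a2 had identical counts in every library (log2 fold change 0.88 in PARP1CKO). The same counts therefore entered the list under both names. In PARP2CKO the basophil and mast cell median went from -0.406 to -0.240 without PARP2CKO replicate 1 and -0.249 without PARP2 WT replicate 2, and the osteoclast median from 0.244 to 0.000418 and 0.0796 without the same libraries. The macrophage median went from 0.0761 to 0.0465 without PARP2 WT replicate 1 and 0.148 without PARP2 WT replicate 2. Monocytes had adjusted p-values of 0.0593 in PARP1CKO and 0.215 in PARP2CKO. For B cells (0.270 and 0.942), beta-catenin targets (0.476 in PARP2CKO), granulocyte progenitors (0.942 and 0.942), neutrophils in PARP1CKO (0.942), T and NK cells with 1 gene (0.942 and 0.302) and Y-linked genes (0.215 in PARP1CKO) there was no call. Only 8 of the 12 listed beta-catenin targets were tested, and 3 reached 1 CPM in 2 libraries, so this list could show little. With those 3 the median in PARP2CKO was 0.07, also without a call (adjusted p = 0.337 from camera). Of the 9 calls, 0 held under fry or an estimated correlation. Erythroid cells, not called in PARP2CKO, passed there with at least 1 CPM in 2 libraries (adjusted p = 0.0302).

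The paper reports higher cyclin D1 in PARP2-deficient cells, and TRAP and cathepsin K as markers of osteoclast differentiation. Their genes and the gene of RANK did not pass the threshold in IMCs, which were cultured with M-CSF for 3 days. The paper differentiated osteoclasts by adding RANKL after such a step, so these values do not test its osteoclast results. In PARP2CKO the log2 fold changes were 0.08 for Ccnd1, 0.10 for Tnfrsf11a (RANK), 0.27 for Acp5 and 0.24 for Ctsk, with adjusted p-values of 0.968, 0.954, 0.954 and 0.964 from the quasi-likelihood test. In PARP1CKO they were -0.02, 0.01, -0.06 and 0.44, with adjusted p-values of 0.943, 0.943, 0.936 and 0.525.

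Single libraries stood apart for some genes, chosen after their values were seen. Eif2s3y was 32.7 CPM in PARP1CKO replicate 2 and between 70.8 and 82.8 CPM in the others. Parp1 was 155 CPM in PARP2 WT replicate 2 and 263 and 264 CPM in the PARP2CKO libraries. No explanation was tested for either.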
